A study of Saccharomyces cerevisiae with 4 samples.

How the data were processed

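Chromosome contacts were measured by Micro-C, a form of chromosome conformation capture in which crosslinked chromatin is cut by micrococcal nuclease (MNase) and the ends of neighbouring nucleosomes are ligated, so that each sequenced read pair records 2 nucleosomes that lay close together. The organism was the budding yeast Saccharomyces cerevisiae of the laboratory strain W303. Per the labels, 2 libraries came from W303 and 2 from a W303 derivative in which transfer RNA genes (tDNAs) had been deleted, numbered replicate 1 and replicate 2 in each group. Per the labels' protocols, cells grown at 30 °C were crosslinked for 10 min in formaldehyde at 3% and then for 40 min with a longer crosslinker, chromatin was digested mostly to single nucleosomes, ligated DNA of 250 to 350 bp was recovered, and 42 bases were read from each end.

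The deposited files hold one read pair per line, as the chromosome, position and strand of both ends; they hold no count or normalised value, and neither the labels nor the files name an aligner, a filter, a duplicate rule or a genome build. From the values, no line was repeated within a library, and the smallest distance within a chromosome was 200 bp. The recorded position was taken to be the middle of the read, 21 bp from its start. The order of the 2 ends within a line differed between the groups, so pairs were counted irrespective of order. The depth was 24076027 and 29376456 pairs for W303 replicates 1 and 2, and 24021377 and 25602136 pairs for tDNA-deletion replicates 1 and 2. Pairs with a mitochondrial end, 16117 to 18875 per library, were left out.

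Feature positions and names came from the gene table of the assembly R64 of strain S288C, with 6431 genes and 275 tDNAs on the 16 nuclear chromosomes. Because the files name no build, the table was checked against the data: the mean W303 read-end profile around gene starts in each of 32 chromosome parts, 3928 genes in all, was shifted against the mean of the other parts, and the best match lay at a median distance of 3 bp and at most 13 bp. Positions of that table were used to place features and are not printed; printed positions are those of the deposited files in the numbering of the W303 libraries, counted in windows or bins.

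On chromosome III, the deletion libraries carried another numbering than the W303 libraries. Read-end profiles of both groups (square root of the counts, smoothed over 15 bp) were compared in 1000-bp windows every 250 bp at lags of up to 10 kb. Offsets found at a correlation of at least 0.9 in 5 or more windows were joined into segments by a dynamic programme at 5-bp resolution, and the deletion libraries' positions were moved by these measured offsets into the W303 numbering. The other 15 chromosomes had an offset of 0. In simulated deletions placed in the pooled W303 libraries after a random split of the reads, 40 of 40 missing stretches were recovered with 40 junctions and no error in total length. Between W303 replicates 1 and 2, 37 of 40 were recovered with 51 junctions reported, and 2 of 5 draws held a miss.

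Counts made here from the deposited pairs were read ends within 100 bp of each tDNA, read ends in 500-bp windows, pairs between 10-kb bins of a chromosome, pairs between the outer 30 kb of the 32 chromosome ends, pairs between centromere windows of 10 kb on each side, and pairs joining the 1 kb on one side of a tDNA with the 1 kb on the other. Centromeres were placed at the middle of the gap between the innermost genes of both arms. Features with a mean count of at least 10 were fitted with limma 3.58.1 in R 4.3.3 (voom, lmFit and eBayes, group as the only term, all 4 libraries, two-sided), and p-values were adjusted by Benjamini-Hochberg over all features of a scan at a threshold of 0.05. The library size was all nuclear read ends for read-end counts, the sum over the features for bin pairs and chromosome ends, all pairs between chromosomes for centromeres, and pairs of 2 kb or less within a chromosome for contacts across tDNAs. Sets of features were tested with camera at an estimated inter-feature correlation. Log2 fold changes are deletion over W303 throughout.

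Single values per library were compared by an exact permutation test of the group labels (two-sided). With 2 libraries per group the smallest p it can give is 0.333, so none of these comparisons could pass 0.05. Intervals for shares are exact 95% binomial (Clopper-Pearson) intervals, and a fold against a group with a count of 0 is given against a floor of 3 counts over the group; both cover counting error only. For nucleosome profiles, read positions were moved 52 bp inwards to the nucleosome centre, 73 bp from the read start less the 21 bp already moved, and densities from 100 to 1000 bp on each side of a tDNA were smoothed over 31 bp. The intended move of 73 bp assumed read starts and was adapted after the positions were taken to be read middles. On chromosome IV, positions of the 2 strands matched best at a distance of 76 to 78 bp, though weakly (r 0.061 to 0.068). This distance points to a move of 38 bp, used as an alternative, rather than 52 bp. Loci with at least 200 nucleosome centres in every library were used. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

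The fits were tested on simulated data with known changes before use. A log2 change of 1 was recovered in 44% of 200 changed windows among 23202, with 0 false calls, and a change of 2 in 99%. For bin pairs the shares were 48.5% with 3 false calls among 41765 features and 84.5% with 6 false calls among 41780. For tDNA loci 20 of 20 changed among 273 were found at either size, for chromosome end pairs 15 and 20 of 20, for contacts across tDNAs 18 and 20 of 20, and for centromere pairs 10 of 10, with at most 1 false call in any of these fits. These simulations gave each feature its own spread and no shift shared by the features of a library. In the data, the median over tDNA loci moved from -0.38 without W303 replicate 1 to 0.14 without W303 replicate 2. The share for tDNA loci therefore overstates the power there: YNCC0010C, at 1.15 (SE 0.40), was not called. Camera called 0 of 20 unchanged draws for either set, and at a log2 change of 0.5 it called 20 of 20 for centromere III and 19 of 20 for contacts across tDNAs. The draws held no correlation between features, while the data gave estimates of 0.93 and 0.52 for these sets. They therefore overstate the power of camera on the data. In simulated nucleosome profiles, the 10 loci displaced by 40 bp were the 10 lowest of 265. Path lengths simulated at 6 and -6 kb were recovered as 6.04 kb (SD 3.19) and -5.92 kb (SD 2.67) over 200 positions.

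At the median count, counting error alone gave a 95% limit of 0.06 on the log2 scale for a 500-bp window, 0.14 for a tDNA locus, 0.12 for a centromere pair, 0.26 for contacts across a tDNA, 0.32 for a pair of chromosome ends and 0.52 for a pair of 10-kb bins.

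The rule for named features names the tDNAs annotated on chromosome III and, in each scan, at most 5 features with the largest log2 fold change among those past 0.05 with both libraries of one group above both of the other, separately for chromosome III and elsewhere. The alternatives set in advance were limma-trend with a prior count of 1, mean count minimums of 1 and 30, median-of-ratios scaling, the replicate number as a block, leaving out each library, other window, bin, flank and distance sizes, and other set tests. Alternatives added after the data were seen were the chromosome III positions as deposited, leaving out a tDNA whose flank is missing, a nucleosome move of 38 bp, a division by read ends for contacts between tDNAs, and the long-range share with pairs in or across the missing stretch left out. The path-length scan and the pairs near HIS3 were also added then. Counting repeated lines once was not run, as there were none. Because the files list pairs and not counts, only limma was used. On chromosome III, YNCC0008W and YNCC0009C, with 1 and 2 read ends in the gene over all libraries, did not reach the count minimum and were not tested for read ends.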

Results

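The series asks how tDNAs affect the architecture of chromosomes, and its 4 Micro-C libraries compare W303 yeast with a W303 strain carrying tDNA deletions, with 2 libraries in each group. The libraries held 24021377 to 29376456 read pairs, of which 77.7% to 79.8% joined positions of the same nuclear chromosome. Replicates of one group differed by far more than sampling noise: over 500-bp windows outside chromosome III, chi-square per degree of freedom was 15.2 between the deletion replicates and 29.3 between the W303 replicates. Libraries with the same replicate number were closer, at 1.78 for replicate 1 and 2.70 for replicate 2. Inward-facing pairs of 200 to 300 bp made up 14.4% and 17.9% of pairs within chromosomes in the replicate 2 libraries, against 8.99% and 8.38% in the replicate 1 libraries.

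The labels do not say which tDNAs were deleted, and the study is known to have removed those of chromosome III, so the strain difference was located first. In the deletion libraries, chromosome III was numbered on a sequence 9088 bp shorter than in the W303 libraries, through 8 junctions. The longest missing stretch, 8506 bp from 82435 to 90940 in the W303 numbering, held YNCC0001C and part of SUP53, and W303 libraries had 10517 read positions in it. The other 7 junctions were 54 to 125 bp long and lay at SUF2, YNCC0005W, SUF16, YNCC0009C, YNCC0010C, SUP61 and YNCC0014W. In all, 9 of the 10 tDNAs annotated on chromosome III overlapped a missing stretch or lay within 60 bp of one. The remaining tDNA, YNCC0008W, had 0 read ends within 1 kb beside it in every library. Read-end profiles therefore cannot tell whether it was kept. Deletion reads ran up to and over 5 of the 8 junctions without an empty run of 30 bp or more at the junction. Within 50 bp of the SUF2 junction, for example, the deletion libraries held 356 and 360 read positions. The junction at YNCC0009C had 0 read positions within 50 bp in either deletion library and was placed only by its neighbourhood. All positions below are in the W303 numbering.

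**Figure D1:**
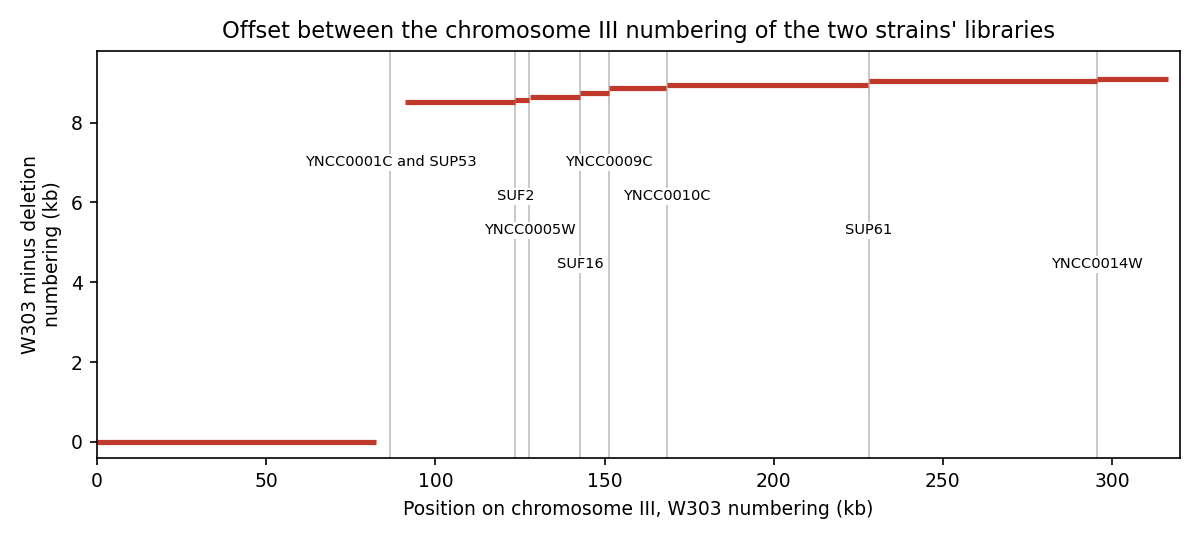
Difference in kb between the W303 and the deletion numbering of chromosome III against position in kb in the W303 numbering. Red bars are the 9 segments of constant offset and grey lines mark the 8 junctions with the tDNAs at each; the offset rises from 0 to 8506 bp at the first junction and reaches 9088 bp at the last.

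Read ends at the tDNAs themselves were compared next. Inside the genes, the deletion libraries had 0 read ends at YNCC0001C, SUP53 and YNCC0014W, where the W303 libraries together had 83, 63 and 43. SUP53 and YNCC0014W lie only in part in a missing stretch, and inside such a stretch no read of the deletion libraries can be placed, so that loss there follows from the numbering. Read ends were placed inside SUP61 (400 against 333), YNCC0010C (94 against 59), YNCC0005W (70 against 136), SUF16 (50 against 113) and SUF2 (40 against 180). The junctions were placed from profiles and their lengths are net, so sequence from beside or in place of a gene may be counted at its position. These counts therefore do not show that parts of these genes were kept. With 100 bp added on each side, 273 loci were tested with limma and 1 was called, SUP53, whose read ends changed by -2.90 (SE 0.58, adjusted p 0.00019), from 4.61 ± 0.29 to 0.62 ± 0.16 per 1000000 (SD, n = 2). At an unadjusted p under 0.05 there were 6 loci, all on chromosome III. The median of all loci was -0.13, and relative to it the changes were 1.29 at YNCC0010C, 1.15 at YNCC0014W, 1.14 at SUF2, 0.84 at SUP61, 0.77 at YNCC0005W, 0.12 at YNCC0001C and -0.67 at SUF16, none past 0.05 by limma. The unshifted change at YNCC0001C was -0.02. The 265 loci of other chromosomes ranged from -0.41 to 0.20 (SD 0.09), with 5 of the 8 chromosome III loci above and 2 below all of them. The count moved most with the chromosome III positions as deposited, where 8 loci were called. Median-of-ratios scaling called 7, with 5 higher and 2 lower. The replicate number as a block also called 7, with 5 higher and 2 lower, although the numbers are not known to pair the libraries. Leaving out either deletion library left 0 calls by limma, with 5 and 4 loci at an unadjusted p under 0.05. The windows of SUF2 and SUP61 also held pairs with a region of chromosome XV described further on.

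A scan of 23206 windows of 500 bp, of which 614 lay on chromosome III, asked where else read ends differed. Limma called 12 windows, 1 higher and 11 lower in the deletion libraries. The 8 on chromosome III fell between 82500 and 90999, over the missing stretch, and held 1 read end in the deletion libraries against 10477 in W303. The largest changes by the rule for named features were at the windows starting at 83500, 83000, 84000, 84500 and 82500, where the deletion libraries had 0 read ends and W303 had 3423, 3137, 1154, 1074 and 754. These are at least 1059-, 971-, 357-, 332- and 233-fold lower against a floor of 3 counts. No read of the deletion libraries can be placed inside the missing stretch, so the losses in these windows follow from the numbering. The 4 other windows lay on chromosomes XII and XIV. On chromosome XII, the windows from 976500 and 977000 had 0 read ends against 224 and 260, at least 69.3- and 80.5-fold lower, and the window from 978500 had 5 against 307. They lie between the tDNA YNCL0050C and TUS1 in the gene table. On chromosome XIV, the window from 565000 had 228 against 0, at least 81.9-fold higher (adjusted p 0.00421 by limma), between the tDNAs YNCN0010C and YNCN0011W. With the positions as deposited 72 windows were called. The replicate number was not a term of the fit. With it as a block, limma called 86 windows, 69 higher and 17 lower, including all 12. On chromosome III the block gave 25 higher and 9 lower. The mostly lower balance of the calls therefore depended on the fit, although the numbers are not known to pair the libraries.

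Whether chromosome III folds differently was tested over 42686 pairs of 10-kb bins, 494 of them on chromosome III. Limma called 33 pairs, 21 higher and 12 lower. Chromosome III had 19 of these, 15 higher and 4 lower. Of the higher pairs, 14 joined a bin starting at 50000 to 80000 with one starting at 90000 to 130000, on either side of the missing stretch, with log2 fold changes of 0.54 to 1.66. All 20 bin pairs over the same bins were higher. The largest, between the bins from 70000 and 90000, rose from 83.7 ± 7.8 to 263.0 ± 14.5 contacts per 1000000 (SD, n = 2; adjusted p 4.01e-19). The pairs 80000 with 90000, 70000 with 100000 and 70000 with 110000 changed by 1.49, 1.45 and 1.25. The 4 lower pairs joined the bin from 80000, most of which is missing, with bins from 20000 to 50000 (-0.73 to -0.55). The remaining pair joined the bin from 120000, which holds SUF2, with the bin from 220000, which holds SUP61. It rose by 1.70 (SE 0.26, adjusted p 0.0001), on 56 and 89 pairs against 23 and 24. Of these pairs, 35 and 60 against 0 and 2 joined the windows of SUF2 and SUP61, each gene with 500 bp on each side. The rise therefore lay between these loci, which also had the pairs near HIS3 described below, and not over the bins as a whole. Of 14 calls elsewhere, chromosome V had 2 higher pairs between bins from 420000 to 460000, chromosome XII had 4 higher and chromosome XV had 8 lower between bins from 680000 to 750000. Their largest changes were 0.85 for 970000 with 980000 on chromosome XII (adjusted p 7.1e-10) and -0.77, -0.69, -0.68 and -0.66 on chromosome XV for 710000 with 750000, 680000 with 750000, 700000 with 730000 and 690000 with 740000. On chromosome XV, 710000 with 750000 kept its call without each library (adjusted p up to 0.0276). The pairs 680000 with 750000 and 690000 with 740000 lost theirs without any 1 of the 4 (adjusted p 0.0575 to 0.998), and 700000 with 730000 lost it without W303 replicate 2 or tDNA-deletion replicate 1. The lower calls also depended on single libraries and bin size: 14 higher and 1 lower were called without W303 replicate 2, 17 and 4 without tDNA-deletion replicate 1, and 30 and 3 with bins of 5 kb. None of the 4 lower pairs of chromosome III was called without either of these libraries, and the bins of SUF2 and SUP61 lost their call without W303 replicate 2 (adjusted p 0.122). With the positions as deposited, 131 were called, because bins of both groups then hold different sequence.

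**Figure D2:**
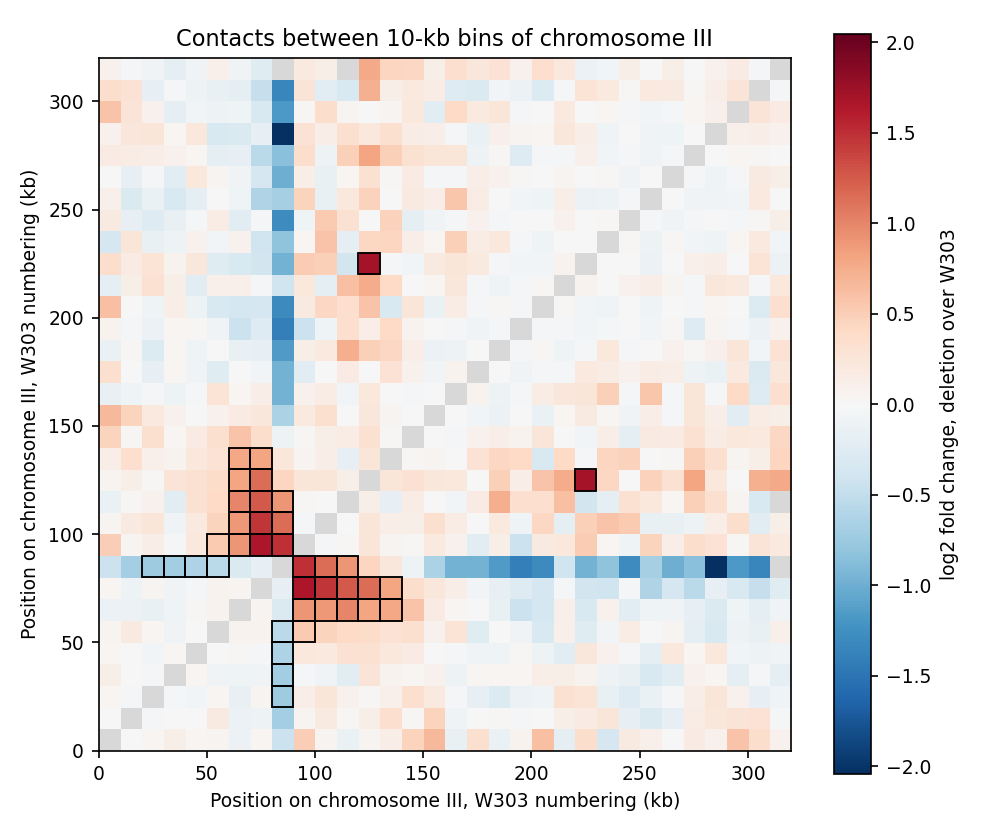
Log2 fold change (deletion over W303) of contacts between 10-kb bins of chromosome III, both axes in kb. Colours run from lower (blue) to higher (red), grey cells were not tested, and the 19 outlined pairs (each drawn on both sides of the diagonal) are past an adjusted p of 0.05; 14 of the 15 higher pairs lie across the missing stretch, with changes of 0.54 to 1.66.

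SUF2 and SUP61 each also had pairs with a place on chromosome XV. Within 10 kb of HIS3, leaving out the gene and 500 bp next to it, the deletion libraries had 33 and 29 pairs with SUF2 and 119 and 123 with SUP61, against 0 and 0 and 1 and 1 in W303. The other chromosome III tDNAs had at most 2 in any library. Pairs between SUF2 and SUP61 numbered 35 and 60 against 0 and 2. These loci were singled out after their values were seen.

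**Figure D3:**
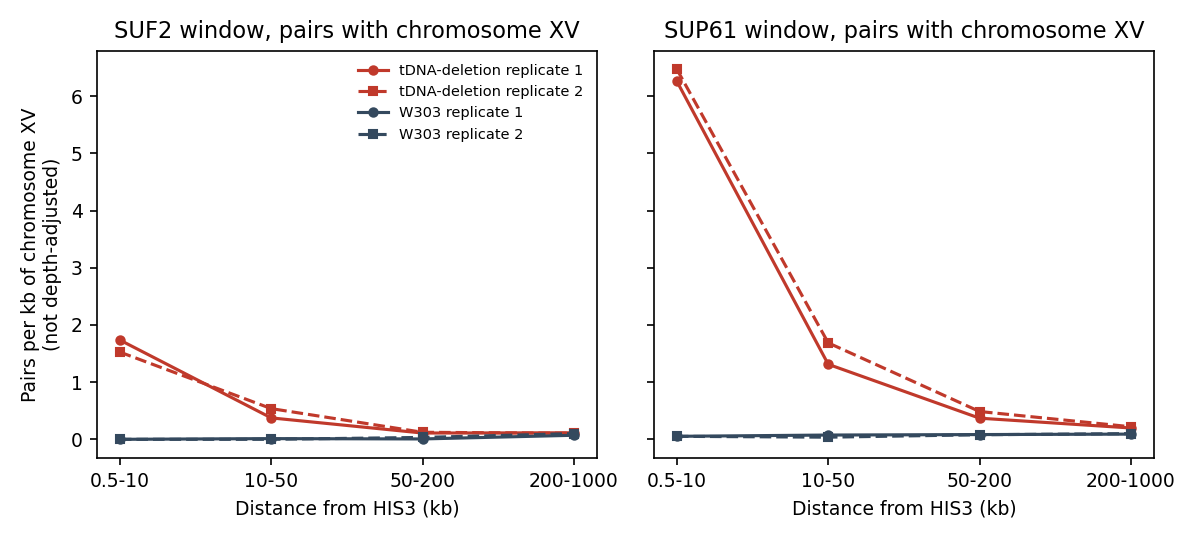
Pairs per kb of chromosome XV, not adjusted for depth, joining the SUF2 window (left) or the SUP61 window (right) with positions at increasing distance from HIS3 in kb. Each line is 1 library, red for tDNA deletion and dark for W303; from 0.5 to 10 kb the deletion libraries reach 1.74 and 1.53 pairs per kb for SUF2 and 6.26 and 6.47 for SUP61, and fall with distance.

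Library-wide, 22.3% (95% interval 22.28 to 22.31) and 20.8% (20.81 to 20.85) of nuclear pairs joined different chromosomes in the deletion libraries, and 21.6% (21.60 to 21.63) and 20.2% (20.20 to 20.23) in W303. The group means, 21.6 ± 1.0 and 20.9 ± 1.0 (SD, n = 2), differed by 0.65 points, less than the spread between replicates (exact permutation p 0.667). Within replicate numbers the difference was 0.68 and 0.62 points. Leaving out tDNA-deletion replicate 1 gave -0.08 points, W303 replicate 2 -0.05, W303 replicate 1 1.35 and tDNA-deletion replicate 2 1.38. With pairs under 1 kb within chromosomes left out, the groups separated, at 31.2% and 30.0% against 29.8% and 30.0% (30.04 and 29.99 for the replicate 2 libraries), a difference of 0.72 points (exact permutation p 0.333). Long-range contacts within chromosome III were measured as pairs of 20 kb or more among those of 1 kb or more. They made up 22.0% and 22.7% in the deletion libraries and 21.8% and 21.9% in W303, against 25.7%, 26.2%, 26.0% and 26.3% on the other 15 chromosomes of the same libraries. The log2 ratio of chromosome III to the others was -0.22 ± 0.01 in deletion and -0.26 ± 0.01 in W303 libraries (SD, n = 2), a difference of 0.04 (exact permutation p 0.333), and of 0.03 and 0.06 within replicate numbers. In the W303 numbering, however, pairs across the missing stretch are counted as 8506 bp farther apart than in the deletion libraries' own numbering. With the positions as deposited the difference was -0.002, and with pairs in or across the stretch left out it was 0.004, both with overlapping groups. These alternatives were chosen after the data were seen. At 50 kb in place of 20 kb the difference was -0.03.

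Contact between the silent mating-type loci HML and HMR, which lie near opposite ends of chromosome III, is known to be a question of the study. Among pairs of the HML window (2 kb on each side) reaching 50 kb or more on the chromosome, 44 of 611 (7.20%, 95% interval 5.28 to 9.55) and 56 of 723 (7.75%, 5.90 to 9.94) ended in the HMR window in the deletion libraries. In W303 there were 40 of 625 (6.40%, 4.61 to 8.61) and 56 of 774 (7.24%, 5.51 to 9.29). Means were 7.47 ± 0.38% and 6.82 ± 0.59% (SD, n = 2), a difference of 0.66 points with overlapping groups (exact permutation p 0.667), and of 0.80 and 0.51 points within replicate numbers. Leaving out 1 library moved it from 0.24 (without W303 replicate 1) to 1.07 points (without W303 replicate 2). A difference of this size was within the counting intervals and so was not detectable at this depth. With 5 kb on each side the groups separated, at 10.6 ± 0.4% and 8.57 ± 0.29% (exact permutation p 0.333), and so they did over the long-range pairs of the HMR window, at 2.95 ± 0.09% and 2.69 ± 0.09% (exact permutation p 0.333).

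Contacts between chromosome ends gave the background for this pair. Among 474 pairs of ends, 61 with an end of chromosome III, limma called 4, all lower and all with the right end of chromosome XII. Its contacts with the right end of IV fell by 0.68 (SE 0.12, adjusted p 0.0113), with the right end of V by 0.66 (adjusted p 0.0233), with the left end of XIV by 0.65 (adjusted p 0.0447) and with the right end of VII by 0.61 (adjusted p 0.0447). At an unadjusted p under 0.05 there were 48 pairs. Median-of-ratios scaling and the outer 20 kb each called 1. The replicate number as a block called 0, with 48 at an unadjusted p under 0.05. Limma-trend called 2 and leaving out W303 replicate 2 left 0, with 42 at an unadjusted p under 0.05. The ends of chromosome III contacted each other at 24739 ± 771 per 1000000 end pairs in deletion and 22061 ± 486 in W303 libraries (SD, n = 2), a log2 fold change of 0.17 that did not pass the threshold in limma (adjusted p 0.363).

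Centromere clustering, also known to be a question of the study, was measured on 120 pairs of 16 centromere windows, each with 309 to 876 pairs. The median over all pairs was -0.11, but this shift depended on single libraries: it was 0.01 without tDNA-deletion replicate 1, -0.04 without W303 replicate 2, -0.18 without W303 replicate 1 and -0.23 without tDNA-deletion replicate 2. The 15 pairs with centromere III had a mean log2 fold change of -0.08 and the other pairs -0.11, a difference that camera did not separate (p 0.637, estimated correlation 0.93). With the preset correlation of 0.01 p was 0.0692, and fry gave 0.678. Limma called 0 pairs, with 0 at an unadjusted p under 0.05 by voom or by limma-trend. Windows of 25 kb moved the difference of means most among the settings that keep the corrected positions, to 0.09 (camera p 0.120).

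Contacts between tDNAs of different chromosomes were set against the same windows shifted by 15 kb, for 5 tDNAs of chromosome III and 224 of other chromosomes lying over 30 kb from centromeres and ends. For chromosome III the log2 ratio was -0.32 ± 0.06 in deletion and -0.29 ± 0.16 in W303 libraries (SD, n = 2; exact permutation p 1). These ratios depended on the shift: with 30 kb the chromosome III means were -0.05 and -0.03, and W303 replicate 2 lay above 0, at 0.06. For the other tDNAs it was -0.14 ± 0.03 and -0.12 ± 0.07 (exact permutation p 1). Within replicate numbers the chromosome III difference was 0.04 and -0.10. Divided by the read ends of the windows, an alternative chosen after the data were seen, both strains' ratios lay above 0, at 0.12 and 0.11 for chromosome III. By position, the 5 chromosome III tDNAs were YNCC0001C, YNCC0008W, YNCC0009C, YNCC0010C and SUP61. No library had read ends within 1 kb beside YNCC0008W, and the right flank of YNCC0001C is missing. SUP61 had 2012 and 2072 pairs with other chromosomes in the deletion libraries, against 983 and 1189 in W303. The chromosome III comparison thus rests on few loci free of such limits.

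Local contacts across the tDNAs, between the 1 kb on either side, were tested at 263 loci, 7 of them on chromosome III. Limma called 3, all on chromosome III. YNCC0014W rose by 2.65 (SE 0.26, adjusted p 0.001), from 6.44 ± 1.98 to 41.3 ± 6.7 per 1000000 short pairs (SD, n = 2). SUP61 rose by 1.20 (SE 0.16, adjusted p 0.00694), and YNCC0001C, whose right flank lies in the missing stretch, had 0 pairs against 47 and 84. The changes at SUF2, YNCC0005W, YNCC0010C and SUF16 were 1.23, 1.22, 1.20 and 0.74, not past 0.05. YNCC0005W was close to it (adjusted p 0.0617) and passed in 9 of 11 alternatives, among them those without each library, while the others passed in 2 to 4. SUP61 lost its call with inward-facing pairs left out (0.83, adjusted p 0.0694). These 6 loci other than YNCC0001C lay above all 256 loci of other chromosomes, which ranged from -0.54 to 0.57. The median over chromosome III was 1.20 and over the others -0.04, while the mean over chromosome III was 0.19, drawn down by YNCC0001C. Camera did not pass 0.05 for the set (p 0.0693) and fry gave 0.151. With YNCC0001C left out, an alternative chosen after the data were seen, camera gave 0.0185. Median-of-ratios scaling called 7 loci, 6 higher and 1 lower. SUF2 and SUP61 carry the pairs near HIS3 noted before.

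**Figure D4:**
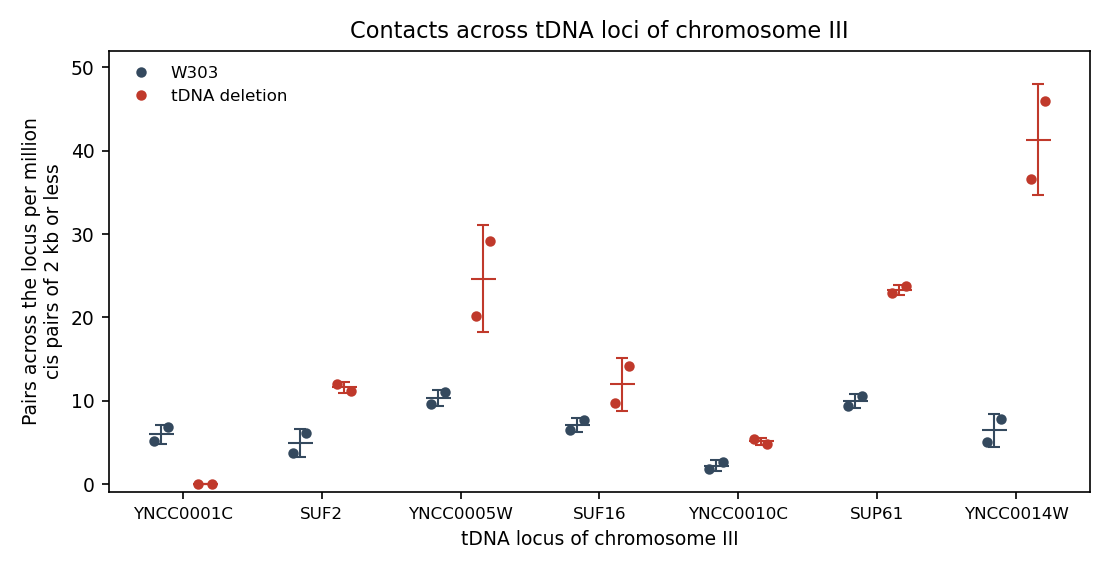
Pairs joining the 1 kb on either side of each of 7 chromosome III tDNAs, per 1000000 pairs of 2 kb or less within chromosomes. Points are libraries, horizontal marks the mean and bars the SD of 2 libraries per group; both deletion libraries lie above both W303 libraries at 6 loci, and at YNCC0001C, whose right flank is missing, they are at 0.

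Nucleosome positions beside the tDNAs were compared by the correlation of nucleosome-centre densities across positions, a description and not a test across replicates. At the 9 chromosome III loci with enough reads, the mean r was 0.870 between groups and 0.953 within groups, a difference of -0.083. At 265 loci of other chromosomes the difference was 0.019. The gap of -0.102 was the largest of the 3 ways to pair the libraries, the others giving 0.061 and 0.041 (exact permutation p 0.333). The 9 loci held ranks 1 to 9 of 274, from -0.238 at YNCC0001C to 5.47e-05 at YNCC0009C, against 0.0014 to 0.082 elsewhere. The next lowest were YNCC0005W at -0.147 and SUF16 at -0.112. One flank of YNCC0001C and one of SUP53 lie in the missing stretch, so that their profiles differ by construction. Across alternatives the gap ranged from -0.112 to -0.088.

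**Figure D5:**
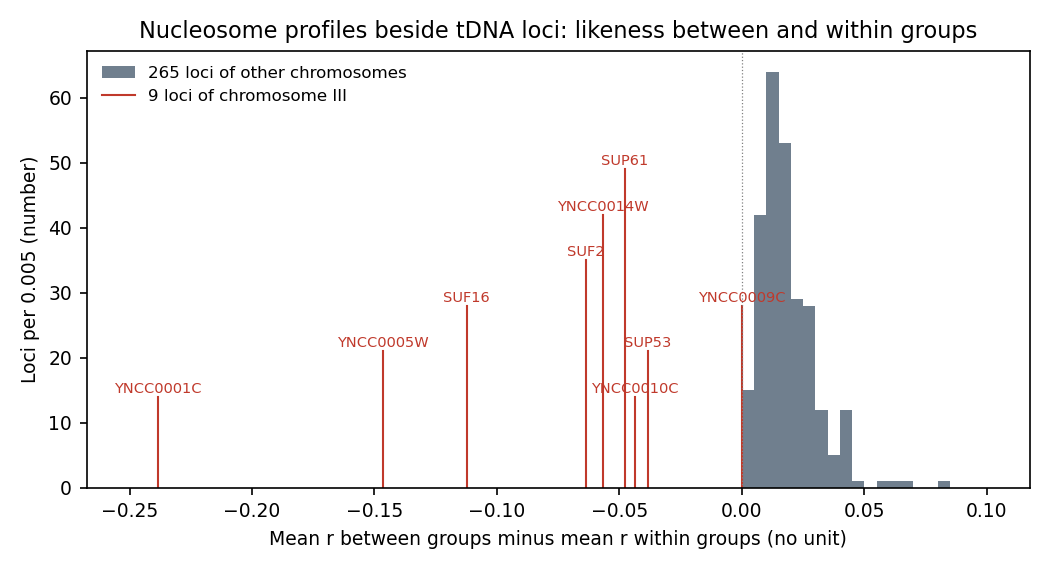
Mean correlation r of nucleosome profiles between groups minus that within groups (x axis, no unit) at tDNA loci. Grey bars count the 265 loci of other chromosomes per 0.005 and red lines mark the 9 loci of chromosome III (line height only spaces the names); the red lines lie from -0.238 to 5.47e-05, below every grey locus.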

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

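The tests on the pairs near HIS3 were chosen only after the pairs had been seen in an exploratory scan of all 500-bp windows, and the level that decided the first of them was changed from a share over 50% to a share over 5 times the share of length after the share was known.

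A signal appeared in contacts between chromosomes III and XV that no comparison of the report uses. In the deletion libraries, SUF2 had 62 pairs and SUP61 had 242 pairs within 10 kb of HIS3, outside the gene itself, and the W303 libraries had 0 and 2. The HIS3 gene had 94.1 ± 12.3 read ends per 1000000 in deletion and 43.3 ± 11.1 in W303 libraries (SD, n = 2), a ratio of 2.18.

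Random joining of read ends is argued against, since the 304 pairs were 29.7 times the number given by the windows' pairs with other chromosomes and the length of the region. A candidate explanation is a strain difference in which copies of SUF2 and SUP61 sit next to HIS3 in the deletion strain. Pairs near HIS3 made up 19.9% of the chromosome XV pairs of both loci, against 1.74% of the length, and fell with distance from HIS3. The original level of over 50% was not reached, so the share alone is weak evidence for this. At chromosome XV 720000, contacts matched a path 7.44 kb longer in the deletion libraries, which an insertion could give; this too was seen before it was tested. No sequence across a join was examined here, and whether the read ends at HIS3 come from a further copy of that gene was not tested. No biological explanation was tested.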

How the results depend on the processing

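The comparisons, tests and alternatives were chosen before the data were examined, except the chromosome III positions as deposited, the locus with a missing flank left out, the 38-bp and 52-bp nucleosome moves, the division by read ends of the windows, leaving out pairs in or across the missing stretch, moving chromosome III into the W303 numbering, the path-length scan and the pairs near HIS3, which were chosen after seeing the data. Over 16 results and 35 alternatives, the values that answer a comparison were within 1.5 times or the replicate spread, or on the same side of the threshold, 110 times; they moved 37 times, passed the threshold 3 times and changed sign 12 times. Of 410 values of 39 named features, 322 kept direction and side of the threshold, 38 lost the call, 36 gained one and 14 changed sign, 6 of these outside the positions as deposited. Counting repeated lines once was not run, since no line was repeated. Intervals and floors cover counting error only, as PCR reads without molecular identifiers are not independent molecules. Where a library was left out, the lone library of its group was assumed to vary like the other group.

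With the positions as deposited, different sequence is compared on chromosome III. Calls were then 8 tDNA loci (7 higher, 1 lower), 72 windows (33 and 39), 68 of them on chromosome III (32 and 36), 131 bin pairs (67 and 64), 110 of them on chromosome III (57 and 53), and 5 centromere pairs, all lower. The centromere III difference of medians became -0.32 (camera p 0.0449), the HML-HMR difference -4.79 points, and the change of the ends of chromosome III -0.45 (limma adjusted p 0.00354). Read ends became 0.46 at YNCC0001C and 3.17 at SUP53, and 0.65, 0.86, 2.38, 2.59 and 2.06 in windows III_83500, III_83000, III_84000, III_84500 and III_82500.

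With the replicate number as a replicate block, limma called 7 tDNA loci (5 higher, 2 lower), 86 windows (69 and 17) with 34 on chromosome III (25 and 9), 53 bin pairs (35 and 18), 0 chromosome end pairs (48 at an unadjusted p under 0.05), 9 centromere pairs, all lower and none with centromere III, and 7 loci for contacts across tDNAs (6 and 1). Deviations of libraries with the same number correlated at 0.92 over windows, 0.65 over tDNA loci, 0.43 over contacts across tDNAs, 0.20 over end pairs, 0.06 over bin pairs and -0.05 over centromere pairs. The numbers are not known to pair the libraries. All 12 windows and all 33 bin pairs called without the block remained.

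Median-of-ratios scaling gave 7 tDNA loci (5 higher, 2 lower), 7 loci for contacts across tDNAs (6 and 1, against 2 and 1) and 1 end pair, and moved YNCC0001C to 0.0857. It took away a median shift of -0.13 over tDNA loci and -0.11 over centromere pairs. Limma-trend called 2 end pairs and the outer 20 kb called 1. Windows of 1000 bp called 5 on chromosome III, and bins of 20 kb 7, all higher, against 19; fewer features were tested in each. Of the 12 windows, all remained under limma-trend, 11 under median-of-ratios scaling, 11 at a mean count of at least 30 and 10 at a mean count of at least 1. The cause of the other changes was not tested.

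The gene alone, without 100 bp on each side, gave 4 tDNA loci, all lower, and changed the sign of SUF2 to -1.90 (limma adjusted p 0.0399), YNCC0005W to -0.78 and YNCC0014W to -5.02. The rise at these loci therefore lies at positions beside the gene in the W303 numbering. For contacts across tDNAs, the difference of medians was 1.25 (camera p 0.0693). It was 0.75 without inward-facing pairs (p 0.0499), where the means differed by -0.005, 1.25 with the preset correlation (p 1.91e-11), which fry did not bear out (0.151), and 1.25 without the locus with a missing flank (p 0.0185). At a mean count of at least 1 the means differed by -0.36 and the medians by 1.25.

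HML-HMR contacts differed by 1.998 points with 5 kb on each side, against 0.656. The chromosome III long-range difference was 0.058 over all pairs from 200 bp, -0.0292 at 50 kb, -0.00216 with the positions as deposited and 0.00378 with pairs in or across the missing stretch left out. The 0.043 of the report thus came with the distances that the W303 numbering gives to pairs across the stretch. Contacts between tDNAs changed sign with 10-kb windows, 0.00809, and divided by the read ends of the windows, 0.0111.

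Leaving out a library in turn gave 0 to 2 tDNA loci, with 0 without either deletion library (5 and 4 at an unadjusted p under 0.05 by limma) and 2 without W303 replicate 2. It gave 15 to 26 bin pairs, with 15 without W303 replicate 2 and 21 without W303 replicate 1 or tDNA-deletion replicate 1, and 11 to 18 on chromosome III, with 11 without W303 replicate 2. End pairs ranged from 0 to 5, with 0 without W303 replicate 2 (42 at an unadjusted p under 0.05) and 2 without tDNA-deletion replicate 1. Centromere pairs ranged from 0 to 1, with 1 without tDNA-deletion replicate 2, and the centromere III difference from -0.00842 there to 0.0768. Contacts across tDNAs gave 4 to 5 loci, with 5 without either replicate 2. The trans share difference ranged from -0.0829 to 1.38 points, that of HML-HMR contacts from 0.238 (without W303 replicate 1) to 1.07 points (without W303 replicate 2), contacts between tDNAs from -0.137 to 0.0837 for chromosome III and -0.0763 to 0.0245 for the others, and read ends at YNCC0001C from -0.51 to 0.49. The median bin pair held 29.8 counts per library, for which counting error alone gave a 95% limit of 0.52 on the log2 scale.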

Other observations

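The tests on path length, that of the loci without pairs near HIS3 and those on single tDNA loci were chosen only after the result was seen, and so were the path scan itself, its limit of 4 kb after an exploratory scan at a lower limit, and the 4-kb margin used to judge the missing stretch. The other tests on read ends and the test on the shorter gap were written first.

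Contacts across the missing stretch of chromosome III rose by 1.45 on the log2 scale. Read ends in the flanks changed by 0.0819, far less, which argues against more read ends as the cause. The contacts matched a path that differed by -11.2 kb in the deletion libraries (-11.4 and -11.0 kb), where the numbering lacks 8.506 kb. A candidate explanation is therefore the shorter sequence, a strain difference. The W303 replicates differed from each other by 3.02 kb at this place, more than the gap between the path and the numbering. That difference sets 1 library against 1 other, while the path is a mean of the deletion libraries against pooled W303. Away from the runs described next, the SD of this mean was 0.52 kb. A change of folding beside the shorter sequence therefore stays open.

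A scan of 2243 positions for path differences beyond 4 kb in both deletion libraries found 4 runs, on chromosomes III, V, XII and XV. Away from the runs the SD was 0.52 kb, with a range of -2.72 to 1.73 kb, while the W303 replicates differed from each other by more than 4 kb at 4 positions. On chromosome V, the run from 440000 to 455000 lies around YER138C, between YNCE0025C and RTR1, at -6.79 kb, and on chromosome XII the run from 975000 to 985000 at -4.90 kb. Read ends in the flanks changed by at most 0.0344, which argues against more read ends. Shorter sequence in the deletion strain is a candidate explanation for the higher contacts at both places. Such differences between the strains lie outside chromosome III, and whether they touch any comparison beyond these places was not tested.

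Contacts across the chromosome III tDNAs rose at 6 of 7 loci. Closing a gap of 73 bp at 2000 positions of the W303 libraries raised contacts by 0.12. At the 4 loci with both flanks and without pairs near HIS3 the contacts rose by a median of 1.21 (0.74 to 2.65), so that neither a shorter gap nor copies of SUF2 and SUP61 account for the rise by themselves. Read ends 50 to 1000 bp from these 4 genes changed by a median of 0.16, but the loci differed: 0.27 at YNCC0005W and 0.46 at YNCC0014W, above the range of other chromosomes (-0.11 to 0.10), and 0.04 at SUF16 and -0.07 at YNCC0010C, within it. From 50 to 200 bp the changes were 0.90 and 0.92 at the first 2 loci and 0.12 and 0.07 at the last 2. Within 49 bp, read ends changed by -3.19 at SUF16 and 0.83 at YNCC0010C. More read ends are thus argued against as the cause at SUF16, where contacts rose by 0.74. At YNCC0010C, where contacts rose by 1.20, pairs with both ends 50 to 1000 bp from the gene rose by 1.26 (22 and 27 against 7 and 16), so more read ends are argued against for these pairs, though on few counts, and stay open for pairs with an end closer to the gene, since read ends rose there too. At YNCC0005W and YNCC0014W, where contacts rose by 1.22 and 2.65, more read ends may contribute to the rise and stay open as its cause, since how far a rise in read ends this close to the gene carries over to contacts was not measured. Reads over the tDNA itself that could not be placed in W303 stay open, as does an effect of the missing tDNA, which is a hypothesis found and examined on the same data.

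Contacts of the right end of chromosome XII with other ends had a median log2 change of -0.38 and were lower in 27 of 30, against medians of -0.10 to 0.20 for the other 31 ends. Read ends in its outer 30 kb changed by 0.0426, which argues against fewer read ends as the cause. The shorter path found on chromosome XII lies near this end, but whether the path and the contacts are linked was not tested. The 4 calls by limma depended on single libraries and on the fit. With the replicate number as a block 0 remained, with median-of-ratios scaling 1, with the outer 20 kb 1 and under limma-trend 2. All 4 remained at mean count minimums of 1 and 30.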
